A study of Mus musculus with 23 samples. Its data were reported in "Integrative genomic analysis of early neurogenesis reveals a temporal genetic program for differentiation and specification of preplate and Cajal-Retzius neurons" (2021).

How the data were processed

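Chromatin of cerebral cortex cells from Ebf2-EGFP transgenic mouse embryos was profiled by ChIP-seq for 2 histone marks. H3K27ac, acetylation of lysine 27 of histone H3, is found at active promoters and enhancers. H3K27me3, trimethylation of the same lysine, is laid down by Polycomb complexes at silent genes. Cells were sorted by EGFP fluorescence, which follows the Ebf2 gene and labels the earliest neurons of the cortex. The 23 samples fell into 12 groups by their labels: 15 ChIP samples in 8 groups of mark and cell group, and 8 input samples in 4 groups. Each group held 2 libraries, except H3K27ac in Ebf2-EGFP- cells at E11.5, which held 1. One peak list was deposited for each of the 8 ChIP groups, and these lists were the only data used here.

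According to the study's methods, reads were aligned to mm10 with Bowtie on the Galaxy platform, allowing up to 3 mismatches, and peaks were called with MACS at a p of 1e-05. The MACS version was not stated, and neither was whether the reads of both replicates were pooled or lists merged. The deposited lists held a chromosome, start, end, name, score and strand for each peak. The score that the authors deposited was 0 for every peak of every list, so no peak height, enrichment or p-value could be taken from it. Starts were read as counted from 0, as the format of the lists prescribes, and positions are given here counted from 1, both ends included. The files do not state the convention, so a start may be off by 1 bp. All peak ends lay within the chromosome lengths of GRCm38, the assembly behind mm10. No read counts were in the files, so the depth of each library is unknown. With 1 list per group there was no replicate error, and no test between cell groups or stages was possible. Differences between lists are described without a test throughout.

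Genes came from GENCODE M21 on GRCm38. The 21938 protein-coding genes on chromosomes 1 to 19, X and Y were used, each with the 5′ end of the gene as its transcription start site (TSS). A TSS counted as marked when a peak lay within 5 kb, the window of the study. A gene counted as distally marked when a peak lay over 5 kb and up to 100 kb from its TSS. A TSS was put into 1 of 4 states in each cell group, with H3K27ac only, H3K27me3 only, both or neither. Peak centres were assigned to promoter (within 1 kb of a protein-coding TSS), exon, intron or intergenic sequence, in that order, with exons and introns of all annotated genes. The share of the genome in each class was taken from 1000000 random positions, leaving out the first 3000000 bp of each chromosome. Peaks on the mitochondrial chromosome entered no comparison.

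A peak was shared when it overlapped a peak of another list by at least 1 bp, and the share was counted over the shorter list. For chance, a list was rotated along each chromosome by 1 random offset per chromosome. This was done 1000 times, which keeps widths and spacing, and gives a two-sided permutation p of 0.002 at the smallest. Within a cell group the H3K27me3 list was rotated, and in every other pair the shorter list. Benjamini-Hochberg adjustment was made over the 12 planned pairs and separately over the 16 other pairs. The lists of a cell group share their input samples, though the study's methods do not state that these served as control in the peak calling. If they did, an artefact of the input would be shared too. Peaks in repeated or artefact-prone sequence were not left out, and such peaks could be shared between any lists. Shares carry Wilson 95% confidence intervals, which cover counting over peaks or genes only.

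Marking of preset gene lists was compared with 10000 random lists of as many protein-coding genes, and is given as a percentile. The lists were 9 markers of Cajal-Retzius (CR) cells, 8 CR-specific genes of layer 1, these 17 genes together, 12 CR-specific genes with rising expression, 6 progenitor genes, 6 early neuronal or subplate genes, 5 genes of regional origin, 2 deep-layer genes and 3 housekeeping genes. All gene names were those of the study's text, where some were chosen on expression in the same cell groups, so the lists are not independent of the study. The genes named with their peaks were taken from a set fixed by rule, and are the 17 CR genes with B3gat1, Sox2, Pax6 and Hes5. Of single peaks, the 1 with the highest score in each list was to be named, and with all scores at 0 this was the widest. It is given for 5 of the 8 lists. The groups, comparisons, tests, named genes and the settings of the next sentence were chosen before the data were examined.

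Other settings tried were a TSS window of 1 kb, any annotated transcript start in place of the 5′ end, a distal limit of 50 kb, a promoter of 5 kb, a reciprocal overlap of at least 50%, uniform random placement, merging of peaks within 1 kb and chromosomes 1 to 19 only. Alternatives that used the score could not be run. In their place, and after seeing the data, peaks of at least 300 bp, the widest peaks and random peaks were tried, the last pair with as many peaks as the shortest list of the mark (1386 for H3K27ac and 1438 for H3K27me3, mean of 20 draws for random peaks).

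A pair of further gene sets served only for the tests of the closing section. They were 200 broadly expressed genes (ribosomal proteins, proteasome, respiratory complex, RNA polymerase and translation factor families) and 81 Polycomb targets (Hoxb, Hoxc and Hoxd genes and transcription factors of other tissues). The sets shared 0 genes with each other and with the preset lists, and were fixed before their marking was counted. Expression of their members in these cells was not analysed here. The CpG ratio, observed over expected CpG within 500 bp of the TSS, was used to form 5 strata of genes. Odds ratios over the strata were pooled by the Mantel-Haenszel method. These and Fisher's exact tests treat genes as independent, which neighbouring Hox genes may not be.

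The code was tested on simulated data. Overlap calls equalled those of a brute-force search for 400 of 400 peaks, as did reciprocal overlap calls for 400 of 400. All 300 planted shared peaks were recovered, 2 of 100 pairs of independent lists had a p under 0.05, and 6 of 6 TSS and distal calls were right. Calculations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and statsmodels 0.14.6, and plots used matplotlib 3.10.9.

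Raw reads, signal tracks and the expression data of the study were not used here. The input samples could enter only through the peak calling.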

Results

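ChIP-seq of H3K27ac and H3K27me3 was made in EGFP+ cells of the cortex of Ebf2-EGFP mouse embryos (E11.5, E13.5 and E15.5) and in the EGFP- cells of E11.5. At E11.5 the EGFP+ cells are mainly preplate neurons, which include Cajal-Retzius (CR) and subplate neurons, and the EGFP- cells are mostly neural progenitors. By E15.5 the EGFP+ cells are mostly CR cells, the Reelin-secreting neurons of layer 1. Each of the 8 peak lists belongs to 2 ChIP libraries and 2 input libraries, except H3K27ac in E11.5 Ebf2-EGFP- cells, which belongs to 1 ChIP library and 2 input libraries. Sequencing depth is unknown for all of them, and there were no replicate lists.

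The 8 lists differed widely in length. For H3K27ac, 1386 peaks were listed in E11.5 Ebf2-EGFP- cells, and 37055, 102881 and 25793 peaks in Ebf2-EGFP+ cells by stage (E11.5, then E13.5, then E15.5). For H3K27me3 the order was the opposite at E11.5, with 48963 peaks in Ebf2-EGFP- cells against 6387 in Ebf2-EGFP+ cells. The later H3K27me3 lists of Ebf2-EGFP+ cells held 6721 peaks at E13.5 and 1438 at E15.5. Merging peaks within 1 kb of each other changed the E13.5 H3K27ac list most, to 87786 peaks. The H3K27ac lists covered 340 kb in E11.5 Ebf2-EGFP- cells and 10140 kb, 23243 kb and 11207 kb in Ebf2-EGFP+ cells by stage. The H3K27me3 lists covered 11038 kb in E11.5 Ebf2-EGFP- cells and 1083 kb, 1111 kb and 259 kb in Ebf2-EGFP+ cells at the same stages. Most peaks were narrow in both marks, while the widest had 65143 bp in the E15.5 H3K27ac list, 10680 bp in the E13.5 H3K27ac list and at most 2565 bp in the other 6. The median width of H3K27ac peaks was 207 bp in E11.5 Ebf2-EGFP- cells and 212 bp, 183 bp and 284 bp in the Ebf2-EGFP+ lists by stage, and that of H3K27me3 peaks was 185 bp, then 153 bp, 146 bp and 138 bp. Peaks of at least 300 bp made up 46.6% of the E15.5 H3K27ac list and 3.55% of the E11.5 Ebf2-EGFP+ H3K27me3 list. The mean GC content of peaks was 51.9% in the E15.5 H3K27me3 list and between 56.9% and 66.3% in the other 7 lists, against 41.9% to 42.2% in random windows of the same widths.

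The widest peak was located on mm10 for 5 of the 8 lists. In E11.5 Ebf2-EGFP- cells the widest H3K27ac peak was 1422 bp on chromosome 17 (39845068 to 39846489), in an exon of the non-coding gene Gm26917. A peak of 2565 bp in an intron of Stam2 on chromosome 2 (52696418 to 52698982) was the widest for H3K27me3 in these cells. In E11.5 Ebf2-EGFP+ cells the widest H3K27ac peak, of 2295 bp, overlapped Sp3 on chromosome 2 (72978760 to 72981054). At E13.5 the widest H3K27me3 peak was 1233 bp, again in an exon of Gm26917 on chromosome 17 (39843649 to 39844881). The widest peaks of lists of both marks thus lay in this gene, and an artefact of repeated sequence was not tested there. For E15.5 H3K27me3 the widest was a peak of 1754 bp on chromosome 18 (5766260 to 5768013) in an exon of Zeb1. The 4 peaks of that list in Zeb1 covered 75.3% of its coding sequence, and 0 of them lay outside exons.

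Lists of the same mark were compared to see how far the marked sites persist between cell groups and stages. All 12 planned overlaps exceeded rotated positions, each with a permutation p of 0.002, the smallest that the placements can give, and an adjusted p of 0.002. For H3K27ac, 873 of 1386 peaks of E11.5 Ebf2-EGFP- cells (63.0%, 95% CI 60.4 to 65.5) overlapped a peak of E11.5 Ebf2-EGFP+ cells, 79.6-fold over chance. From E11.5 to E13.5, 36.7% of the 37055 Ebf2-EGFP+ peaks (CI 36.2 to 37.2) were shared, 17.2-fold over chance. The E15.5 list shared 39.4% of its peaks (CI 38.8 to 40.0) with the E13.5 list and 35.8% (CI 35.2 to 36.4) with the E11.5 list, 14.3-fold and 33.1-fold over chance. Requiring a reciprocal overlap of at least 50%, placing peaks uniformly at random, or keeping peaks of at least 300 bp left all 36 alternative overlaps of the planned pairs above chance. A reciprocal overlap moved the E11.5 Ebf2-EGFP- share most, from 63.0% to 17.3% (74.7-fold).

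H3K27me3 lists shared smaller fractions. Of the 6387 E11.5 Ebf2-EGFP+ peaks, 17.1% (CI 16.2 to 18) overlapped a peak of E11.5 Ebf2-EGFP- cells, 20.9-fold over chance. The share between the E11.5 and E13.5 lists of Ebf2-EGFP+ cells was 2.68% (171 peaks, CI 2.31 to 3.10), 28.4-fold over chance. Of the 1429 nuclear E15.5 peaks, 8.05% (CI 6.75 to 9.57) were in the E13.5 list and 1.68% (CI 1.13 to 2.49) in the E11.5 list. These were 86.9-fold and 19.2-fold over chance.

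The 2 marks were compared within each cell group to find sites that carried both. In E11.5 Ebf2-EGFP- cells 50.4% of H3K27ac peaks (699 of 1386, CI 47.8 to 53.1) overlapped an H3K27me3 peak, 53.4-fold over chance. In Ebf2-EGFP+ cells the share was counted over the H3K27me3 list, the shorter one. It was 21.2% at E11.5 (CI 20.2 to 22.2), 38.4% at E13.5 (CI 37.3 to 39.6) and 24.5% at E15.5 (CI 22.3 to 26.8), or 30.2-fold, 22.3-fold and 37.3-fold over chance. The shared E15.5 peaks were unevenly spread, and the 350 H3K27me3 peaks met 204 H3K27ac peaks. A single chromosome held 41.1% of the 350, with 14.1% of the list, and on the other chromosomes the share was 16.8% (CI 14.8 to 19). At E11.5 and E13.5 the share on the other chromosomes was 21% and 38.3%. This spread was counted after the values were seen. The E15.5 share moved most between settings, to 91.2% of 113 peaks when only peaks of at least 300 bp were kept. Among the 16 pairs that were not planned, folds ran from 10.6 to 303, all with an adjusted p of 0.002. The highest was that of the E11.5 Ebf2-EGFP- H3K27ac list with the E15.5 H3K27me3 list, from 100 shared peaks. The E11.5 Ebf2-EGFP- H3K27me3 list overlapped 27.7% of the E11.5 Ebf2-EGFP+ H3K27ac peaks (27.4-fold) and 31.3% of those at E15.5 (24.0-fold). Of its own peaks 37.7% overlapped the E13.5 H3K27ac list (19.6-fold).

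**Figure D1:**
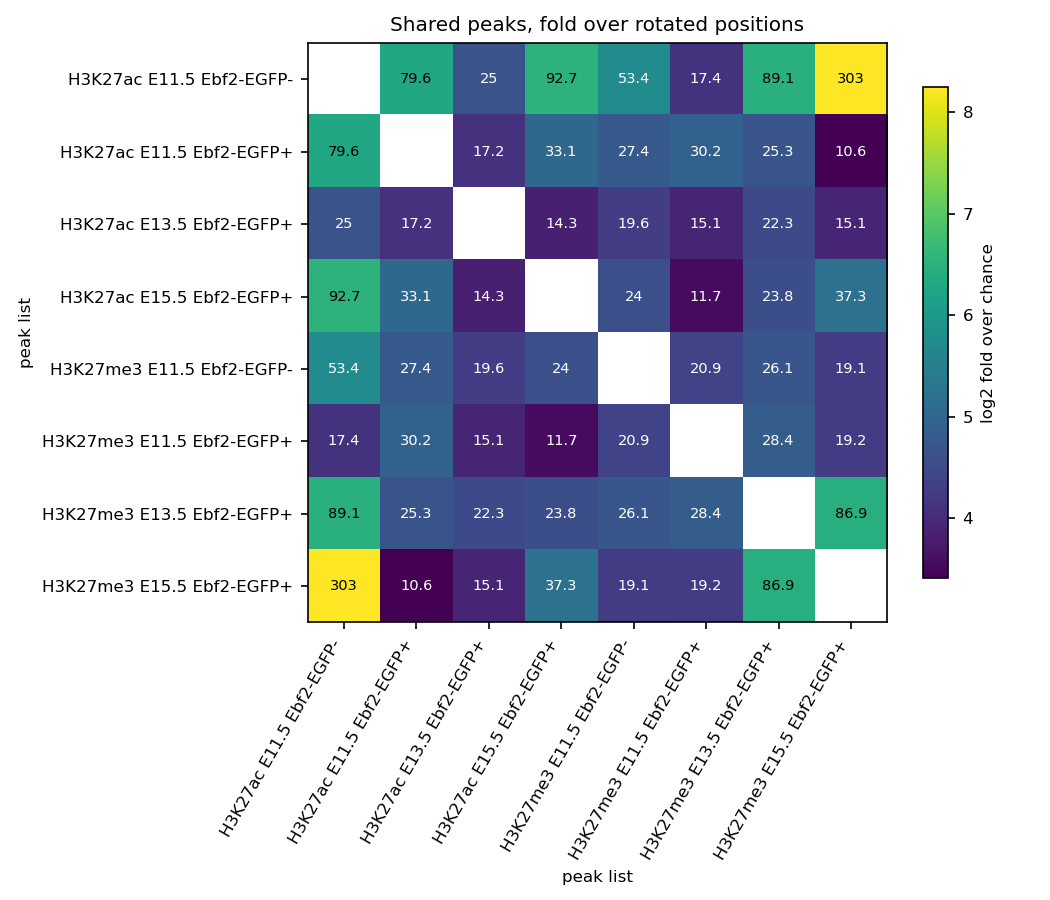
Fold over rotated positions of the peaks shared by each pair of the 8 lists, coloured on a log2 scale. All 28 pairs lie above 1, from 10.6-fold to 303-fold.

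Marking of the 21938 protein-coding TSS within 5 kb differed as widely as the lists did. H3K27ac marked 4.17% of TSS in E11.5 Ebf2-EGFP- cells (CI 3.91 to 4.44), and 49.9% (CI 49.3 to 50.6), 60.9% (CI 60.3 to 61.6) and 52.3% (CI 51.6 to 52.9) in Ebf2-EGFP+ cells by stage. H3K27me3 marked 48.2% (CI 47.5 to 48.8) in E11.5 Ebf2-EGFP- cells and 4.92% (CI 4.64 to 5.22), 9.31% (CI 8.94 to 9.70) and 1.06% (CI 0.930 to 1.20) in Ebf2-EGFP+ cells by stage. Of the settings tried, the shares of the 6 longer lists were lowest when each list was lowered to 1386 H3K27ac or 1438 H3K27me3 peaks. In 5 of them random peaks gave the lower share, and in E13.5 H3K27ac the widest peaks did (1.39%). The order of the lists depended on how equal lengths were reached. With random peaks, H3K27ac in E11.5 Ebf2-EGFP- cells (4.17%) was above the Ebf2-EGFP+ lists (2.58%, 1.51% and 3.58% by stage), and with the widest peaks it was below the E11.5 and E15.5 lists (6.25% and 6.87%). For H3K27me3, E11.5 Ebf2-EGFP- cells had 2.09% with random peaks against 2.24% at E13.5, and 2.98% with the widest peaks against 2.68%.

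TSS were classified by the marks they carried in each cell group, a grouping used to separate active, repressed and poised genes. Both marks were found at 3.42% of TSS in E11.5 Ebf2-EGFP- cells (CI 3.19 to 3.67), 3.56% in E11.5 Ebf2-EGFP+ cells (CI 3.32 to 3.81), 8.39% at E13.5 (CI 8.03 to 8.76) and 0.752% at E15.5 (CI 0.646 to 0.875). H3K27ac alone was found at 0.752%, 46.4%, 52.5% and 51.5% of TSS in the same order, and H3K27me3 alone at 44.7%, 1.37%, 0.925% and 0.305%. With each mark counted at any stage of Ebf2-EGFP+ cells, 13.4% of TSS had both marks, 61.1% H3K27ac alone and 0.729% H3K27me3 alone. The marks of a TSS with both could come from different stages. Both marks met at a TSS more often than their separate shares would give, 1.70-fold in E11.5 Ebf2-EGFP- cells and 1.45-fold, 1.48-fold and 1.36-fold in Ebf2-EGFP+ cells by stage. Of the TSS with H3K27ac in E11.5 Ebf2-EGFP- cells, 82.0% also had H3K27me3, and of those with H3K27me3, 7.10% had H3K27ac. In E11.5 Ebf2-EGFP+ cells these were 7.12% and 72.2%. The order of the cell groups depended on list length. With lists lowered by width to 1386 and 1438 peaks, both marks were found at 0.456% of TSS in E11.5 Ebf2-EGFP- cells, against 0.123%, 0.178% and 0.137% in Ebf2-EGFP+ cells by stage.

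**Figure D2:**
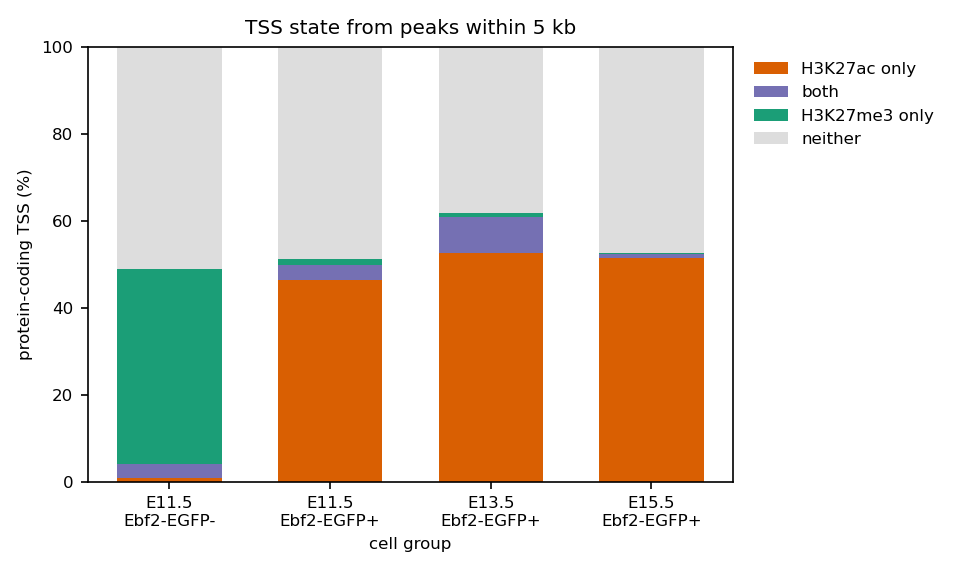
Share of the 21938 protein-coding TSS (%) with H3K27ac only, both marks, H3K27me3 only or neither within 5 kb, in each cell group. H3K27me3 alone makes up 44.7% in E11.5 Ebf2-EGFP- cells, and H3K27ac alone 46.4% to 52.5% in Ebf2-EGFP+ cells.

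Changes of state from Ebf2-EGFP- to Ebf2-EGFP+ cells at E11.5 were counted to follow genes from progenitors to neurons. Of the 10565 TSS with H3K27me3 in Ebf2-EGFP- cells, 72.3% (CI 71.5 to 73.2) had H3K27ac in Ebf2-EGFP+ cells, against 29.1% of the other genes. Of the same TSS, 7.23% (CI 6.75 to 7.74) had H3K27me3 in Ebf2-EGFP+ cells, against 2.78% of the others. The former share moved most, to 25.1%, when lists were lowered to equal length by width. CpG ratio was not held equal between these TSS and the other genes. The Ebf2-EGFP- H3K27me3 list also marked 57.5% of the broadly expressed set. Other genes at the CpG ratios of that set had H3K27ac in E11.5 Ebf2-EGFP+ cells at 71.6%. The share of 72.3% is therefore not read as silent genes becoming active. Of the 915 TSS with H3K27ac in Ebf2-EGFP- cells, 93.8% (CI 92.0 to 95.2) had it in Ebf2-EGFP+ cells too.

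Along the stages of Ebf2-EGFP+ cells, H3K27ac stayed at most TSS. Of those marked at E11.5, 81.2% (CI 80.4 to 81.9) were marked at E13.5 and 80.2% (CI 79.4 to 80.9) at E15.5, against 40.8% and 24.4% of the other genes. The odds ratio of marking was 6.26 between E11.5 and E13.5, 5.33 between E13.5 and E15.5, and 12.5 between E11.5 and E15.5, the pair farthest apart in time. H3K27ac was found at all 3 stages at 7263 TSS (33.1%, CI 32.5 to 33.7), which was 44.5% of the 16330 marked at any stage. It was found at E13.5 alone at 2689 TSS, at E15.5 alone at 897 and at E11.5 alone at 544. Of the TSS with H3K27me3 at E11.5, 17.3% had it at E13.5 and 2.69% at E15.5. At 10 TSS of the 3094 with H3K27me3 at any stage it was found at all 3 stages.

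Distal marking was compared with TSS marking in Ebf2-EGFP+ cells, since both kinds of region can regulate a gene. A distal H3K27ac peak was found for 85.7% of genes at E11.5 (CI 85.2 to 86.2), 96.8% at E13.5 (CI 96.6 to 97.0) and 80.1% at E15.5 (CI 79.5 to 80.6). For H3K27me3 the shares were 47.8% (CI 47.2 to 48.5), 48.1% (CI 47.4 to 48.7) and 13% (CI 12.5 to 13.4). In each of these 6 lists more genes had a distal peak than a TSS peak, and the range searched for distal peaks was the longer one. Genes with a TSS peak and no distal peak were 3.51%, 0.583% and 5.27% for H3K27ac by stage, and 1.44%, 2.89% and 0.752% for H3K27me3. Of the shares of genes with a distal peak, that of E13.5 H3K27ac moved most, from 96.8% to 9.02%, when lists were lowered to equal length by width.

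Peak centres were assigned to genomic features to see which parts of genes carry each mark. Promoters took 54.9% of H3K27ac peaks in E11.5 Ebf2-EGFP- cells (CI 52.3 to 57.5), and 24.5% (CI 24.0 to 24.9), 10.7% (CI 10.5 to 10.9) and 37.7% (CI 37.1 to 38.3) in Ebf2-EGFP+ cells by stage. For H3K27me3 promoters took 17.4% (CI 17.0 to 17.7) in E11.5 Ebf2-EGFP- cells and 6.09% (CI 5.53 to 6.70), 16.8% (CI 16.0 to 17.7) and 8.19% (CI 6.88 to 9.72) in Ebf2-EGFP+ cells by stage. Promoters make up 1.58% of the genome, so all 8 shares were higher, from 3.84-fold to 34.6-fold. Exons took 11.2% to 21.8% of peaks over the 8 lists, against 4.43% of the genome. Introns took between 19.8% and 42.7%, against 40.5%, and intergenic sequence between 14.1% and 36.2%, against 53.4%. With peaks of at least 300 bp only, the promoter share moved most in the E11.5 Ebf2-EGFP+ and E15.5 H3K27ac lists, to 51.8% and 64.8%.

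The 17 genes of the CR markers and CR-specific layer 1 lists were marked more often than random genes by H3K27ac. The random genes were not matched for CpG ratio or expression. Other genes at the CpG ratios of the broadly expressed set had H3K27ac at 71.6%, 75.3% and 78.7% in Ebf2-EGFP+ cells by stage. The 17 genes had it at 82.4%, 88.2% and 76.5%, so an excess over such genes is not shown at E15.5. At least 1 H3K27ac peak lay within 5 kb of the TSS of 3 of them in E11.5 Ebf2-EGFP- cells (percentile 98.2 of random lists), 14 in E11.5 Ebf2-EGFP+ cells (99.7), 15 at E13.5 (99.1) and 13 at E15.5 (97.8). For H3K27me3 the numbers were 13 in E11.5 Ebf2-EGFP- cells (percentile 99), 0 in E11.5 Ebf2-EGFP+ cells (21.5), 5 at E13.5 (98.9) and 1 at E15.5 (91.1). A window of 1 kb lowered the E11.5 Ebf2-EGFP+ and E13.5 H3K27ac shares from 82.4% and 88.2% to 58.8% each, and the widest 1386 peaks gave 5.88% and 11.8%. Among the 9 CR markers, H3K27ac marked 8, 9 and 6 in Ebf2-EGFP+ cells by stage, and among the 8 layer 1 genes 6, 6 and 7. All 12 CR-specific genes with rising expression had H3K27ac at each of the 3 stages, and 6 of them had H3K27me3 in E11.5 Ebf2-EGFP- cells. The 6 progenitor genes had H3K27ac at 5, 5 and 4 TSS in Ebf2-EGFP+ cells by stage, which lay at percentiles 93.8, 85.3 and 73.7. A list as short as this reaches lower percentiles than the 17 genes at a like share. Early neuronal or subplate genes had H3K27ac at 4, 5 and 4 of 6 TSS. The 5 genes of regional origin had it at 4, 4 and 4, and H3K27me3 in E11.5 Ebf2-EGFP- cells at 5. Both deep-layer genes and all 3 housekeeping genes had H3K27ac at each stage of Ebf2-EGFP+ cells, and 2 of the 3 housekeeping genes had H3K27me3 in E11.5 Ebf2-EGFP- cells.

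**Figure D3:**
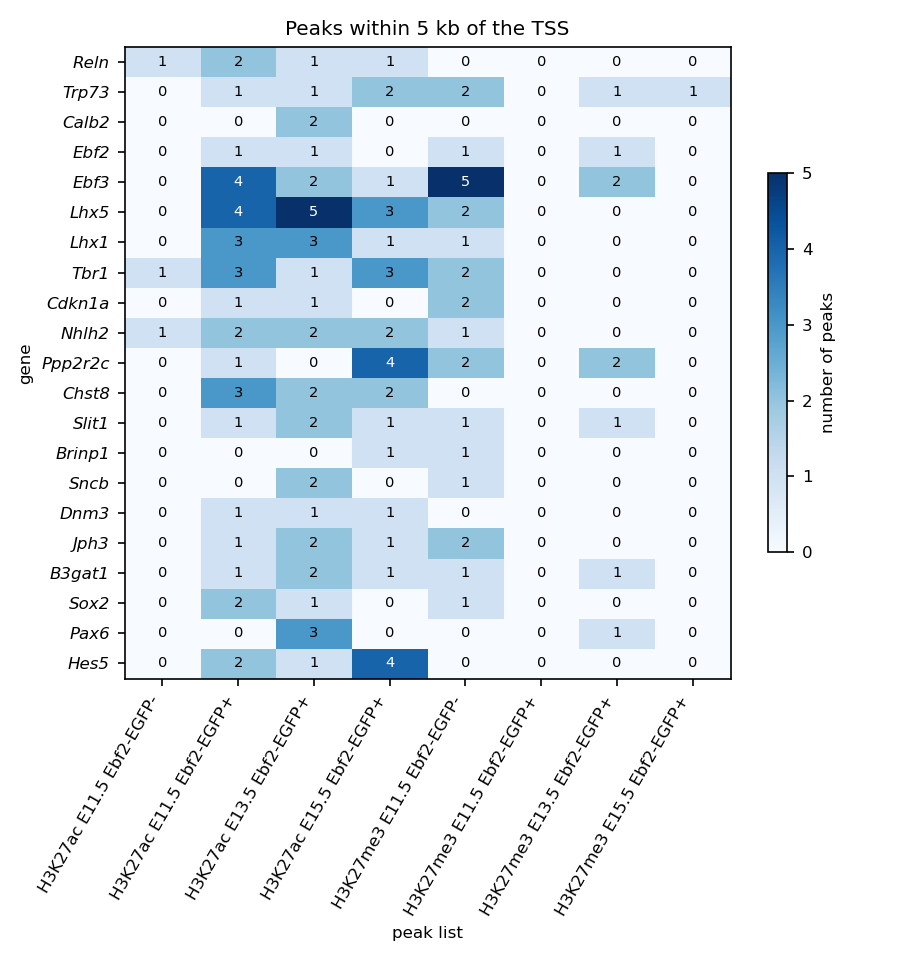
Number of peaks within 5 kb of the TSS of 21 named genes in each of the 8 lists. Counts run from 0 to 5, and in the E11.5 Ebf2-EGFP+ H3K27me3 list 0 of the 21 genes have a peak.

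Reln (chromosome 5, 21884454 to 22344702) had an H3K27ac peak of 267 bp near its TSS in E11.5 Ebf2-EGFP- cells, and its widest H3K27ac peaks in Ebf2-EGFP+ cells were 326 bp, 126 bp and 1625 bp by stage. None of the 4 H3K27me3 lists had a peak there. Trp73 (chromosome 4, 154056253 to 154140208) had 2 H3K27me3 peaks in E11.5 Ebf2-EGFP- cells and 1, 1 and 2 H3K27ac peaks in Ebf2-EGFP+ cells by stage. It had an H3K27me3 peak of 116 bp at E13.5, and was the only gene of the 17 with an H3K27me3 peak at E15.5, of 228 bp. Ebf2 (chromosome 14, 67233292 to 67430918), whose regulatory sequence drives EGFP in these mice, had 1 H3K27ac peak near its TSS at E11.5 (151 bp) and 1 at E13.5 (147 bp) in Ebf2-EGFP+ cells. At E15.5 it had 0, and 0 within the gene and 50 kb on either side, where the E13.5 list had 21. Ebf2 also had an H3K27me3 peak in E11.5 Ebf2-EGFP- cells (183 bp) and at E13.5 (184 bp). Ebf3 (chromosome 7, 137193673 to 137314445) had 5 H3K27me3 peaks in E11.5 Ebf2-EGFP- cells, and 4, 2 and 1 H3K27ac peaks in Ebf2-EGFP+ cells by stage, the last of 1337 bp. At E13.5 it had 2 H3K27me3 peaks as well, of up to 205 bp. Calb2 (chromosome 8, 110137502 to 110168210) had peaks in the E13.5 H3K27ac list only, 2 in number, and Sncb (chromosome 13, 54758860 to 54766595) had 2 there and 0 in the E11.5 and E15.5 H3K27ac lists.

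Tbr1 (chromosome 2, 61802930 to 61814114) was marked in all 4 H3K27ac lists, with a widest peak of 197 bp in E11.5 Ebf2-EGFP- cells and 907 bp, 755 bp and 1131 bp in Ebf2-EGFP+ cells by stage. It also had 2 H3K27me3 peaks in E11.5 Ebf2-EGFP- cells. Nhlh2 (chromosome 3, 102010076 to 102015492) had H3K27ac in all 4 lists too. Lhx5, Lhx1, Chst8, Slit1, Dnm3 and Jph3 had H3K27ac at each stage of Ebf2-EGFP+ cells and no H3K27ac peak in E11.5 Ebf2-EGFP- cells. Cdkn1a had H3K27ac at E11.5 and E13.5, Ppp2r2c at E11.5 and E15.5, and Brinp1 at E15.5 alone. Ppp2r2c and Slit1 had H3K27me3 in E11.5 Ebf2-EGFP- cells and again at E13.5, with peaks of up to 156 bp and 207 bp at E13.5. B3gat1 (chromosome 9, 26733728 to 26763101) had H3K27ac peaks of up to 634 bp, 299 bp and 982 bp in Ebf2-EGFP+ cells by stage and an H3K27me3 peak of 377 bp in E11.5 Ebf2-EGFP- cells and of 154 bp at E13.5.

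Among the progenitor genes, Sox2 (chromosome 3, 34650405 to 34652461) had 2 H3K27ac peaks at E11.5, 1 at E13.5 and 0 at E15.5 in Ebf2-EGFP+ cells, and an H3K27me3 peak of 285 bp in E11.5 Ebf2-EGFP- cells. Pax6 (chromosome 2, 105668900 to 105697364) had 3 at E13.5 and 0 in the other H3K27ac lists, and an H3K27me3 peak of 123 bp at E13.5. Hes5 (chromosome 4, 154960923 to 154962371) had 2, 1 and 4 by stage. In the E11.5 Ebf2-EGFP- H3K27ac list none of these 3 genes had a peak. That list belongs to 1 library, held 1386 peaks and marked 4.17% of all TSS and 0 of the 3 housekeeping genes. A missing peak in it, here and for the CR genes above, is therefore not read as missing H3K27ac in these cells.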

Values the study reported

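The study classified TSS regions of 5 kb on either side by their marks. In Ebf2-EGFP- cells it found H3K27ac together with H3K27me3 at the TSS of 58.3% of the genes it detected, H3K27ac without H3K27me3 at 0.9% and H3K27me3 without H3K27ac at 4.5%. For Ebf2-EGFP+ cells it gave 16.4% for the combination of both marks. H3K27ac alone was at most genes of these cells and H3K27me3 alone at the fewest. It placed under 10% of the peaks of Ebf2-EGFP+ cells in promoters. Among differentially expressed genes it found H3K27ac at the TSS of more genes than in distal regions. For H3K27me3 it found the reverse.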

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

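The tests in this part were chosen after the peaks on the mitochondrial chromosome had been counted.

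Peaks lay on the mitochondrial chromosome, which entered no comparison of the report and was not expected to carry histone marks, in 3 of the 8 lists above the limit that a count of 0 allows, which is 3. The numbers were 4 in the E13.5 H3K27ac list, 6 in the E15.5 H3K27ac list and 9 in the E15.5 H3K27me3 list. They covered 5.05%, 15% and 20.3% of the 16299 bp of this chromosome. Of the other 5 lists, the E11.5 Ebf2-EGFP- H3K27me3 list held 1 such peak and 4 held 0. Chance placement of peaks was tested against the peak density of the other chromosomes. The largest number expected in any list was 0.615, in the E13.5 H3K27ac list, and the E15.5 lists were expected to hold 0.154 (H3K27ac) and 0.00860 (H3K27me3). One-sided Poisson p-values were 0.00367, 1.64e-08 and 7.03e-25 for the lists with 4, 6 and 9 peaks, which argues against chance. Mitochondrial DNA at another share in the ChIP libraries than in their input may be the source. Of the 4 cell groups, 1 (E15.5) held over 3 such peaks in the lists of both marks, which share their input. At E13.5 the H3K27ac list held 4 and the H3K27me3 list 0. That H3K27me3 list was far shorter (6721 peaks), but the E15.5 H3K27me3 list was shorter still (1438 peaks) and held 9. Library, input and cell group are confounded here, and no read counts were analysed here, so mitochondrial DNA as the source stays open. Copies of mitochondrial sequence in the nuclear genome were not tested, and the stage of the cells, which the design names, remains open as untested.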

How the results depend on the processing

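The alternatives with peaks of at least 300 bp and with lists of equal length were chosen after seeing the data, and the others before the data were examined. No paired analysis was possible because each group had 1 deposited list and no replicate lists. Alternatives that would have used the score (a stricter p of the peak calling, and the top peaks by score) were not run, because every score is 0.

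Of 227 alternative values, 90 stayed within the interval of the main value, within 1.5 times a count of peaks, or on the same side of chance, and 137 moved. The 36 overlaps under reciprocal overlap, uniform placement and peaks of at least 300 bp all stayed above chance. Each had a permutation p of 0.002, the smallest the placements can give, so only the side of chance is shown. With peaks of at least 300 bp the folds rose. Between E15.5 and E13.5 they went from 14.3 to 33.0 for H3K27ac and from 86.9 to 1929 for H3K27me3. Uniform placement gave 14.3 and 86.7 for these. All 16 numbers of peaks under merging and on chromosomes 1 to 19 stayed within 1.5 times. Below, + and - stand for Ebf2-EGFP+ and Ebf2-EGFP-.

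A TSS window of 1 kb lowered the share of TSS with an H3K27ac peak to 3.63% (E11.5-), 40.6% (E11.5+), 44.5% (E13.5+) and 46.0% (E15.5+), and with an H3K27me3 peak to 36.2%, 1.89%, 5.34% and 0.451%, as a narrower window must. Both marks were then at 2.87%, 1.22%, 4.36% and 0.351% of TSS, so that E11.5- passed E11.5+. H3K27ac at all + stages fell to 24.0% of TSS. H3K27me3 TSS of E11.5- had H3K27ac in E11.5+ at 69.5% and H3K27me3 at 2.82%. TSS of E11.5+ kept H3K27ac at E15.5 in 83.1% and H3K27me3 in 1.69%. The cause of these 4 shifts was not tested. Of the 17 CR genes, H3K27ac marked 5.88% (E11.5-), 58.8% (E11.5+) and 58.8% (E13.5+), and H3K27me3 41.2% (E11.5-) and 0% (E15.5+).

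Any annotated transcript start raised the shares, since it adds positions. H3K27ac was then at 4.70% (E11.5-), 55.8% (E11.5+), 67.3% (E13.5+) and 56.4% (E15.5+) of genes, H3K27me3 at 55.1%, 9.27%, 13.1% and 1.78%, and both marks at 4.08%, 7.61%, 12.3% and 1.37%.

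A distal limit of 50 kb lowered the share of genes with a distal peak in + cells, as a narrower range must, to 70.8%, 89.6% and 64.6% for H3K27ac and 30.4%, 31.1% and 6.72% for H3K27me3 by stage. A promoter of 5 kb raised the promoter share by its construction to 64.4% (E11.5-), 34.6% (E11.5+), 20.7% (E13.5+) and 47.5% (E15.5+) for H3K27ac, and to 27.4%, 15.6%, 30.2% and 22.0% for H3K27me3. Peaks of at least 300 bp gave promoter shares of 72.1%, 51.8%, 19.8% and 64.8% for H3K27ac and 31.1%, 10.1%, 35.5% and 23.0% for H3K27me3 in the same order, and the cause was not tested.

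With lists of equal length drawn at random, fewer peaks lowered the H3K27ac share of TSS to 2.58% (E11.5+), 1.51% (E13.5+) and 3.58% (E15.5+), and the H3K27me3 share to 2.09% (E11.5-), 1.16% (E11.5+) and 2.24% (E13.5+). Both marks were at 0.169% (E11.5-), 0.0483% (E11.5+), 0.0770% (E13.5+) and 0.0805% (E15.5+). With the widest peaks the H3K27ac shares were 6.25%, 1.39% and 6.87%, the H3K27me3 shares 2.98%, 1.34% and 2.68%, and both marks were at 0.456%, 0.123%, 0.178% and 0.137%. In both of these settings E11.5- had the largest share with both marks, and with all peaks E13.5+ did. With the widest peaks distal H3K27ac was found for 16.0%, 9.02% and 16.5% of genes in + cells by stage, and distal H3K27me3 for 18.8% (E11.5+) and 17.4% (E13.5+). H3K27ac at all + stages was at 0.301% of TSS. H3K27me3 TSS of E11.5- had H3K27ac in E11.5+ at 25.1% and H3K27me3 at 3.21%, and TSS of E11.5+ had H3K27ac at E15.5 in 51.2% and H3K27me3 in 4.44%. The cause of the rise in the last was not tested. Of the CR genes, H3K27ac marked 5.88% (E11.5+), 11.8% (E13.5+) and 17.6% (E15.5+), and H3K27me3 0% (E11.5-) and 11.8% (E13.5+).

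The other 46 values that moved were shares of TSS with H3K27ac only, H3K27me3 only or neither mark, of which 24 rose and 22 fell. Depth is unknown, so a low number of peaks in a list limits every share that is counted from it. Width stood in for peak strength, which the lists do not give.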

Other observations

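The tests of a shared input, of H3K27me3 signal in H3K27ac libraries and of the coding exons were chosen only after the result was seen, and in the test of exchanged lists the list to be read was.

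The H3K27me3 list of E11.5 Ebf2-EGFP- cells overlapped the H3K27ac lists of Ebf2-EGFP+ cells in more of its peaks than their H3K27me3 lists. Of its peaks, 21.7%, 37.7% and 18.4% lay on these H3K27ac lists by stage and 2.21%, 2.87% and 0.433% on the H3K27me3 lists, which are shorter. On the H3K27ac list of its own cell group, the shortest of all 8, lay 1.47%. In fold over chance the kinds of list were not apart, from 19.6 to 53.4 for the 4 H3K27ac lists and from 19.1 to 26.1 for the 3 H3K27me3 lists. An exchange of the lists of the 2 marks was tested with Polycomb target and broadly expressed genes. In the H3K27me3 list 74.1% of 81 Polycomb target TSS had a peak, against 57.5% of 200 broadly expressed gene TSS (Fisher's exact test, two-sided p of 0.00996, adjusted over the 8 lists 0.0159). In the H3K27ac list the shares were 1.23% and 6.50% (p of 0.0746, adjusted 0.0995), and this list had been named together with the other before either was counted. This order does not tell the marks apart, because the E13.5 H3K27ac list had it too (93.8% against 69.5%) and the E11.5 Ebf2-EGFP+ H3K27me3 list did not (4.94% against 4.50%). An exchange therefore stays open. A list of H3K27me3 domains only was also tested. It would mark Polycomb targets more often, which it did. It would also leave most broadly expressed genes unmarked, yet 57.5% of them had a peak, against 48.2% of all TSS and 5.50% in the E13.5 H3K27me3 list. Other genes of the same CpG ratio were marked at 64.8%. CpG content of the promoters, as the whole cause, would mark both gene sets alike within strata of CpG ratio. The pooled odds ratio of Polycomb targets against broadly expressed genes was 2.48 (95% CI 1.33 to 4.60), which argues against it. The interval takes the TSS as independent. The strata cover 500 bp on either side of the TSS, and marking was counted within 5 kb. Open chromatin was not measured. Bias of the library towards GC outside the promoters or towards open chromatin therefore stays open. Peaks over 5 kb from any TSS had 58.2% GC, against 65.5% for those nearer and 42.0% in random windows. A mixture of H3K27me3 signal with a bias towards GC or open chromatin is possible with these values and was not tested apart. The cell group, which the design names, stays open as well.

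The H3K27me3 lists of Ebf2-EGFP+ cells shared few peaks with each other, 2.68% between E11.5 and E13.5. Many narrow peaks near the threshold of the peak calling may explain this. The limit set beforehand was a fold over chance over 2 times higher in wide peaks. Peaks of 242 bp or wider in the E11.5 list were shared with E13.5 in 5.95% of 639 cases, 42.5-fold over chance, and peaks of 153 bp or narrower in 2.25% of 3193 cases, 25.4-fold. The ratio of the folds was 1.67 with an interval of 1.13 to 2.48, which lies above 1 and includes 2. Only this pair was split so. With both lists cut to peaks of at least 300 bp, 1.32% were shared between E11.5 and E13.5. E15.5 peaks were then shared in 23.9% with E13.5 and 2.65% with E11.5, against 8.05% and 1.68% of all peaks. The folds rose to 136, 1929 and 200, but the first and last rest on 3 shared peaks each. The explanation stays open. The input shared by the lists of a cell group was tested by asking whether each H3K27me3 list exceeded chance more with the H3K27ac list of its own group than with those of the other Ebf2-EGFP+ stages. That held for 2 of the 3 lists, at E11.5 (30.2-fold against at most 15.1-fold) and E15.5 (37.3-fold against 15.1-fold). It failed at E13.5 (22.3-fold against 25.3-fold). The E11.5 Ebf2-EGFP- H3K27ac list, which has another input and was not part of this test, gave 17.4-fold, 89.1-fold and 303-fold by stage. With it, E11.5 alone would have held. Shared input and shared marking of the same cells cannot be told apart, since each input belongs to 1 cell group.

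The E13.5 H3K27ac list marked 93.8% of Polycomb target TSS and 69.5% of broadly expressed gene TSS (Fisher's exact p of 4.17e-06, adjusted 1.11e-05). In the E11.5 Ebf2-EGFP+ and E15.5 H3K27ac lists the order was the opposite, with 56.8% against 73.5% and 22.2% against 94.0%. Within strata of CpG ratio the odds ratio at E11.5 was 0.661 (95% CI 0.374 to 1.17). That interval includes 1, so the opposite order is not established there at equal CpG ratio. At E15.5 the odds ratio was 0.0231 (95% CI 0.00951 to 0.0562). In the E13.5 H3K27me3 list Polycomb targets had 54.3% and broadly expressed genes 5.50%. The length of the list was tested by keeping its 25793 widest peaks, as many as at E15.5. Polycomb targets then had 45.7% and broadly expressed genes 30%, which argues against length alone. CpG content within 500 bp of the TSS was tested within strata, where the odds ratio was 7.86 (95% CI 2.79 to 22.2), which argues against it as the whole cause. H3K27me3 signal in the H3K27ac libraries of this group might be the source. A test within 5 kb gave H3K27ac at 100% of the 44 Polycomb targets with an H3K27me3 peak and 86.5% of the 37 without (Fisher's exact p of 0.0170), where the former share has no room to rise. A test of the same genes with H3K27ac counted within 1 kb gave 68.2% and 73% (p of 0.807), but with H3K27me3 up to 5 kb away it decides nothing. With both marks counted within 1 kb, the third test made, H3K27ac was at 80.8% of the 26 Polycomb targets with H3K27me3 and 65.5% of the 55 without (p of 0.198). With so few genes the explanation stays open, as do the stage and composition of the cells.

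H3K27me3 peaks filled coding exons of Nrp1, Vcam1 and Zeb1. Nrp1 and Vcam1 were singled out after their values were seen. A search for genes with at least 4 coding exons touched, 50% of the coding sequence covered and 75% of the peak length inside it gave 4 genes in the E15.5 H3K27me3 list, namely these 3 and Gm10721, which met it in 6 of the 8 lists. In the E15.5 list Nrp1 had 9 peaks on 9 of 17 coding exons, Vcam1 9 on 9 of 10 and Zeb1 4 on 4 of 12. They covered 56.3%, 63.6% and 75.3% of the coding sequence. Vcam1 also had 9 peaks on 9 coding exons in the E11.5 Ebf2-EGFP+ H3K27me3 list. H3K27me3 on the chromatin of these genes would go on into introns, and DNA made from spliced transcripts in the libraries, such as cloned coding sequence, would not. All 22 peaks in Nrp1, Vcam1 and Zeb1 lay on an exon and 0 lay in introns alone. Of the peak length in these 3 genes, 99.97% lay in exons, where only coding exons had been planned until Vcam1 gave 76.3% for these. These values decide nothing, because the genes had been picked for peaks inside coding sequence. The other H3K27me3 lists were not used to pick them. There Vcam1 had 11 peaks, 2 in E11.5 Ebf2-EGFP- and 9 in E11.5 Ebf2-EGFP+ cells, all within exons over 100% of their length. Peaks in other coding genes lay on an exon in 53.4% and 45.0% of cases in these lists, which gives 11 of 11 a chance of 0.000217 if peaks are independent. That argues against H3K27me3 on the chromatin of Vcam1 as the source of these peaks. In the same lists 1 of 1 peaks in Nrp1 and 5 of 7 in Zeb1 touched no exon. The H3K27ac lists differed by gene. Vcam1 had 2 peaks in E11.5 Ebf2-EGFP- cells and 1 at E13.5, all wholly within exons. Nrp1 had 0 peaks off exons among 2 in E11.5 Ebf2-EGFP- cells, 2 in E11.5 Ebf2-EGFP+ cells and 6 at E15.5. At E13.5 it had 3 of 5 off exons. Zeb1 had 3 of 3, 8 of 9 and 1 of 3 off exons in Ebf2-EGFP+ cells by stage. For Nrp1 and Zeb1 the explanations cannot be told apart, and for Vcam1 DNA from spliced transcripts stays open. Biological explanations other than H3K27me3 on the chromatin of these genes were not tested.

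In E11.5 Ebf2-EGFP- cells both marks were found at 3.42% of TSS. That is lower than the value quoted from the study above. H3K27me3 alone was found at 44.7% of TSS there. That is higher than the value quoted from the study above. H3K27ac alone in these cells (0.752%) was within 1.5 times of the value quoted. Both marks over all stages of Ebf2-EGFP+ cells (13.4%) were too, counting TSS whose marks came from different stages. Whether the study counted so is unknown. The study's shares are of detected genes for Ebf2-EGFP- cells and of all genes for Ebf2-EGFP+ cells. The shares here are over all protein-coding genes. Whether it counted from these same lists is unknown, so the gaps are not read as a contradiction. Promoters held 24.5%, 16.8% and 37.7% of the peaks in the Ebf2-EGFP+ lists of E11.5 H3K27ac, E13.5 H3K27me3 and E15.5 H3K27ac. That is higher than the value quoted from the study above. In the other Ebf2-EGFP+ lists promoters held 6.09% (E11.5 H3K27me3), 8.19% (E15.5 H3K27me3) and 10.7% (E13.5 H3K27ac). The former 2 lie under the limit quoted from the study and the last slightly over it. At each stage of Ebf2-EGFP+ cells more genes had a distal H3K27ac peak than a TSS peak. The study reported the opposite order, but for differentially expressed genes only, so the gene sets differ. At E13.5 96.8% of genes had a distal H3K27ac peak here. That leaves too few genes without one for the gene set alone to give the study's much lower distal share. The lists, or the way distal peaks were defined or assigned to genes, may differ too, which is unknown. For H3K27me3 the order was that of the study.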
